# A *Drosophila* model of combined D-2- and L-2-hydroxyglutaric aciduria reveals a mechanism linking mitochondrial citrate export with oncometabolite accumulation

**DOI:** 10.1242/dmm.035337

**Published:** 2018-09-21

**Authors:** Hongde Li, Alexander J. Hurlburt, Jason M. Tennessen

**Keywords:** 2-Hydroxyglutarate, Oncometabolite, L2HGDH, *Scheggia*, SLC25A1

## Abstract

The enantiomers of 2-hydroxyglutarate (2HG) are potent regulators of metabolism, chromatin modifications and cell fate decisions. Although these compounds are associated with tumor metabolism and commonly referred to as oncometabolites, both D- and L-2HG are also synthesized by healthy cells and likely serve endogenous functions. The metabolic mechanisms that control 2HG metabolism *in vivo* are poorly understood. One clue towards how cells regulate 2HG levels has emerged from an inborn error of metabolism known as combined D- and L-2HG aciduria (D-/L-2HGA), which results in elevated D- and L-2HG accumulation. Because this disorder is caused by mutations in the mitochondrial citrate transporter (CIC), citrate must somehow govern 2HG metabolism in healthy cells. The mechanism linking citrate and 2HG, however, remains unknown. Here, we use the fruit fly *Drosophila melanogaster* to elucidate a metabolic link between citrate transport and L-2HG accumulation. Our study reveals that the *Drosophila* gene *scheggia* (*sea*), which encodes the fly CIC homolog, dampens glycolytic flux and restricts L-2HG accumulation. Moreover, we find that *sea* mutants accumulate excess L-2HG owing to elevated lactate production, which inhibits L-2HG degradation by interfering with L-2HG dehydrogenase activity. This unexpected result demonstrates that citrate indirectly regulates L-2HG stability and reveals a feedback mechanism that coordinates L-2HG metabolism with glycolysis and the tricarboxylic acid cycle. Finally, our study also suggests a potential strategy for preventing L-2HG accumulation in human patients with CIC deficiency.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** This study reveals a mechanism that links export of mitochondrial citrate to accumulation of the oncometabolite L-2-hydroxyglutarate, suggesting a potential treatment for individuals with combined D-2- and L-2-hydroxyglutaric aciduria, a rare inborn error of metabolism.

## INTRODUCTION

Although the enantiomers of 2-hydroxyglutarate (2HG) have emerged as potent oncometabolites capable of influencing a wide range of cellular processes, both D- and L-2HG are also produced by healthy tissues (Ye et al., 2018). Mammalian cells produce D-2HG as a result of γ-hydroxybutyrate metabolism and phosphoglycerate dehydrogenase activity (Fan et al., 2015; Struys et al., 2005b), whereas L-2HG is generated by malate dehydrogenase and lactate dehydrogenase A in response to hypoxia, acidic cellular conditions and decreased electron transport chain activity (Intlekofer et al., 2015, 2017; Oldham et al., 2015; Reinecke et al., 2012; Nadtochiy et al., 2016; Mullen et al., 2011; Teng et al., 2016). Furthermore, yeast and *Drosophila* generate D- and L-2HG, respectively, under standard growth conditions (Becker-Kettern et al., 2016; Li et al., 2017). Overall, these results suggest that D- and L-2HG serve endogenous biological functions and emphasize the need to understand how 2HG metabolism is controlled *in vivo*.

Despite the fact that D- and L-2HG can dramatically influence the cellular physiology of healthy tissues, most 2HG studies focus on the role of these compounds in cancer cell lines and, as a result, the molecular mechanisms that regulate endogenous 2HG accumulation remain poorly understood. In fact, most of our current understanding about endogenous D- and L-2HG metabolism stems from a class of rare human diseases that are collectively known as the 2HG acidurias (2HGAs) (Kranendijk et al., 2012). For example, patients with L2HGA accumulate L-2HG owing to loss-of-function mutations in the FAD-dependent enzyme L-2HG dehydrogenase (L2HGDH) (Rzem et al., 2004), which converts L-2HG to 2-oxoglutarate (2OG). Similarly, D2HGA type I results from the absence of D-2HG dehydrogenase (D2HGDH) activity and an inability to degrade D-2HG (Struys et al., 2005a). Overall, these studies illustrate how the 2HGA disorders provide essential clues for understanding endogenous 2HG metabolism.

In addition to the disorders associated with a single 2HG enantiomer, a small subset of 2HGA patients exhibit elevated levels of both D- and L-2HG. This rare disease, which is known as combined D-/L-2HGA, results in severe neurological and muscular defects, developmental delays and childhood lethality (Muntau et al., 2000). Considering that this disorder is caused by loss-of-function mutations in the mitochondrial citrate carrier (CIC; encoded by *SLC25A1*) (Nota et al., 2013; Palmieri, 2013), citrate transport must somehow govern 2HG accumulation. However, the mechanism linking these metabolites is unknown.

We recently discovered that *Drosophila* larvae accumulate high concentrations of L-2HG during normal larval growth (Li et al., 2017). Moreover, we determined that flies, like mammals, rely on lactate dehydrogenase (dLDH; FBgn0001258) to synthesize L-2HG from the tricarboxylic acid (TCA) cycle intermediate 2OG (Li et al., 2017). These findings demonstrate that fundamental aspects of L-2HG metabolism are conserved between flies and humans, and suggest that studies in *Drosophila* will be essential for understanding how L-2HG accumulation is controlled *in vivo*. Here, we exploit the fly model to examine the metabolic link between citrate and L-2HG. By studying a hypomorphic mutation in the *Drosophila* gene *scheggia* (*sea*; FBgn0037912), which encodes the fly *SLC25A1* homolog (Carrisi et al., 2008; Morciano et al., 2009), we demonstrate that loss of mitochondrial citrate efflux results in elevated glucose catabolism, increased lactate production and enhanced L-2HG accumulation. The elevated L-2HG levels observed in *sea* mutants, however, are not the result of excess synthesis, but rather are caused by decreased degradation. Moreover, our studies indicate that *sea* mutants accumulate excess L-2HG as a result of increased lactate synthesis, which inhibits the enzyme that degrades L-2HG, dL2HGDH (FBgn0032729) (Li et al., 2017). Overall, our findings present a metabolic feedback loop by which L-2HG levels are controlled by the combined outputs of glycolysis and the TCA cycle, and suggest that a similar mechanism could be active in mammals.

## RESULTS

### *sea* mutant larvae accumulate excess L-2HG

To determine whether the *Drosophila* homolog of *SLC25A1* influences 2HG accumulation, we used gas chromatography-mass spectrometry (GC-MS) to quantify both D- and L-2HG in *sea* mutant larvae (*sea*^Δ*24*^*/Df*), which exhibit a significant reduction in mitochondrial CIC activity (Morciano et al., 2009). When compared with a genetically matched control strain (*sea^Prec^/Df*), both D- and L-2HG were significantly elevated in *sea* mutants (Fig. 1A,B), with L-2HG representing the majority of the 2HG pool. Although these observations differ from patients with combined D-/L-2HGA, in which D-2HG is the more abundant enantiomer (Muntau et al., 2000), the metabolic profile of *sea*^Δ*24*^*/Df* mutants clearly indicates that the inverse relationship between CIC activity and L-2HG accumulation is present in flies.

**Fig. 1.**
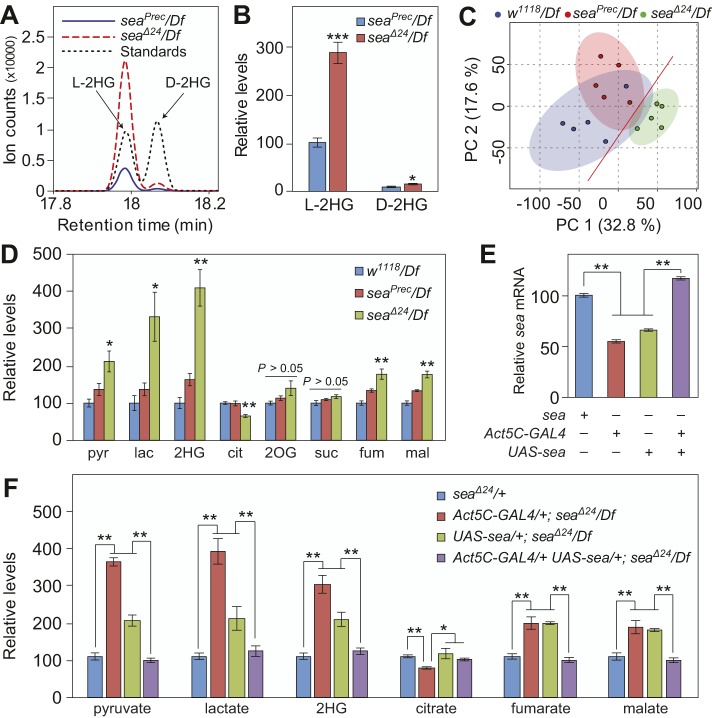
***sea* mutant larvae accumulate excess L-2HG.** (A) L- and D-2HG in larvae were detected separately using a chiral derivatization method coupled with GC-MS. (B) Relative abundance of L-2HG and D-2HG in *sea* mutant (*sea*^Δ*24*^*/Df*) and control (*sea^Prec^/Df*) larvae. (C) The PCA score plots of GC-MS spectra show that the metabolic profile of *sea*^Δ*24*^*/Df* mutants is significantly different from that of the *sea^P^^rec^/Df* and *w^1118^/Df* controls. (D) Targeted GC-MS analysis reveals that *sea*^Δ*24*^*/Df* mutants display significant changes in pyruvate (pyr), lactate (lac), 2-hydroxyglutarate (2HG), citrate (cit), fumarate (fum) and malate (mal). 2-oxoglutarate (2OG) and succinate (suc) were not significantly altered in the mutant. (E,F) Ubiquitous expression of a *UAS-sea* transgene restores *sea* mRNA levels (E) in *sea* mutant larvae and rescues the metabolic phenotypes (F). For all panels, data are shown as mean±s.e.m., *n*=5 samples containing 15 mid-L3 larvae collected from independent mating bottles. *P<0.05, **P<0.01. Data were analyzed using a two-tailed Student's *t*-test with Bonferroni correction for multiple comparisons. Data are representative of at least two independent experiments.

### Glycolysis and the TCA cycle are disrupted in *sea* mutants

Combined D-/L-2HGA patients not only exhibit increased 2HG levels and decreased citrate accumulation, but also possess elevated levels of lactate, 2OG, succinate, fumarate and malate (Nota et al., 2013; Prasun et al., 2015). To determine whether *sea* mutants display similar metabolic defects, we used GC-MS-based metabolomics to quantify the relative abundance of metabolites in glycolysis and the TCA cycle. Multivariate analysis of the resulting data sets revealed that *sea*^Δ*24*^*/Df* mutant larvae exhibit a distinct metabolic profile when compared with either *sea^Prec^/Df* or *w^1118^/Df* controls (Fig. 1C). Targeted analysis of these data revealed that *sea*^Δ*24*^*/Df* mutants and combined D-/L-2HGA patients display similar metabolic phenotypes, including decreased citrate levels and elevated concentrations of pyruvate, lactate, fumarate and malate (Fig. 1D). Similar metabolic changes were observed when the *sea*^Δ*24*^ mutation was analyzed in a second genetic background (in trans to a second deficiency that also uncovers the *sea* locus; Fig. S1). Moreover, the *sea*^Δ*24*^*/Df* metabolic phenotypes were rescued by ubiquitous expression of a *sea* complementary DNA (cDNA) from a *UAS-sea* transgene, indicating that the metabolic profile displayed by *sea*^Δ*24*^*/Df* mutants specifically results from the loss of CIC activity (Fig. 1E,F).

### Glycolytic flux is elevated in *sea* mutants

Considering that *Drosophila* larvae primarily synthesize pyruvate, lactate and L-2HG from glucose (Li et al., 2017; Tennessen et al., 2011), our data suggested that the *sea*^Δ*24*^*/Df* mutants accumulate excess L-2HG owing to increased glycolytic flux. We tested this hypothesis by feeding ^13^C_6_-glucose to both *sea*^Δ*24*^*/Df* mutants and *sea^P^^rec^/Df* controls, and selectively monitoring ^13^C incorporation into lactate, pyruvate, citrate and 2HG. When compared with the control strain, *sea*^Δ*24*^*/Df* larvae exhibited a 60% increase in the rate of lactate (m+3) synthesis, a modest increase in the accumulation rate of labeled pyruvate (m+3) and 2HG (m+2), and a slight, but significant, decrease in the rate of m+2 citrate synthesis (Fig. 2A). These observations confirm that glycolytic flux is elevated in *sea* mutants, and are consistent with a recent study that observed enhanced glucose consumption and increased lactate production in CIC-deficient human cells (Jiang et al., 2017).

**Fig. 2.**
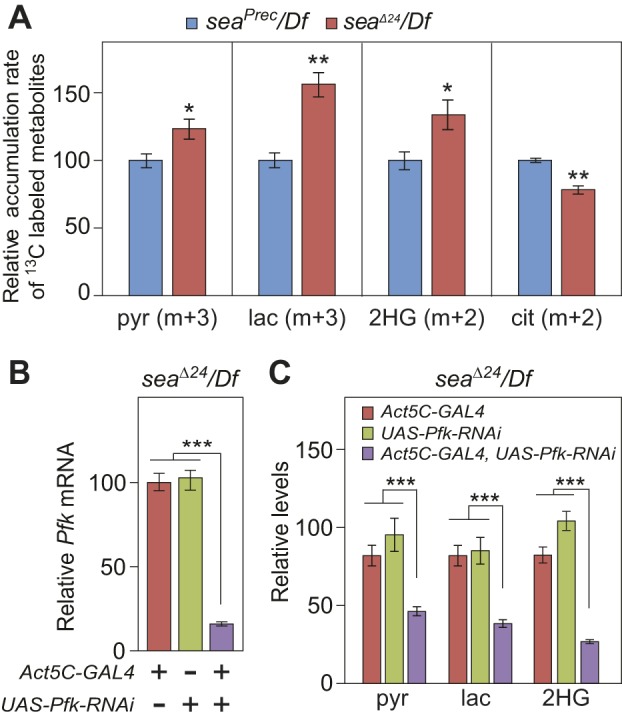
***sea* mutants exhibit elevated levels of glycolytic flux.** (A) The relative metabolic flux rates from ^13^C_6_-glucose into pyruvate (pyr), lactate (lac), 2HG and citrate (cit). *n*=4. (B) Relative *Pfk* mRNA levels in *sea*^Δ*24*^*/Df* mutant larvae that ubiquitously express a *UAS-Pfk-RNAi* transgene. *n*=3 samples containing 15 mid-L3 larvae collected from independent mating bottles. (C) *Pfk-RNAi* reduces pyruvate, lactate, and 2HG levels in *sea* mutant larvae. *n*=6 samples containing 15 mid-L3 larvae collected from independent mating bottles. All data are shown as mean±s.e.m. *P<0.05, **P<0.01. ***P<0.001. Data were analyzed using a two-tailed Student's *t*-test with Bonferroni correction for multiple comparisons. Data are representative of at least two independent experiments.

To determine whether increased glycolytic flux is necessary for elevated L-2HG accumulation, we used a *Phosphofructokinase* (*Pfk*) RNAi transgene (*UAS-Pfk-RNAi*; FBgn0003071) to attenuate glycolysis in both control and mutant larvae. Ubiquitous expression of this construct in a wild-type background reduced *Pfk* mRNA levels by 80%, and induced a similar reduction in pyruvate, lactate and 2HG levels (Fig. S2A,B). Similarly, *Pfk-RNAi* expression in a *sea*^Δ*24*^*/Df* mutant background induced an 80% decrease in *Pfk* mRNA levels, a 75% decrease in 2HG and a ∼50% decrease in pyruvate and lactate (Fig. 2B,C). Overall, these results support a model in which *Drosophila* CIC activity restricts L-2HG accumulation by inhibiting glucose catabolism.

In order to further explore the mechanism linking citrate with glycolysis and L-2HG, we used RNA sequencing (RNA-seq) to determine whether *Drosophila* CIC activity influences the expression of glycolytic enzymes (Table S1). 

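RNA was sequenced from 6 samples of whole mid-L3 larvae, 3 of *sea* mutants and 3 of *sea Prec/Df* controls, each a pool of 15 larvae of mixed sex. The mutant and the precise excision control chromosomes were both placed over the same deficiency, so the control larvae also carried a single copy of the region it removes. In the paper, larvae were collected 84 to 96 h after egg laying, whereas the sample labels give 96 h of growth. The authors trimmed the reads, mapped them to the *Drosophila* genome with hisat2 and counted them on FlyBase genes with HTSeq-count, and the deposited values are these raw counts per gene, without normalization. The options given to HTSeq-count are not stated, and in its default mode a read that maps to several places or overlaps several genes is left out of every gene's count. Counts on genes totaled 101805708, 119145821 and 101418252 in control replicates 1, 2 and 3 (median 101805708) and 104397883, 105854637 and 89564157 in *sea* mutant replicates 1, 2 and 3 (median 104397883). Alignments reported as not unique were 44.21% of all alignments in control replicate 1 and between 14.92% and 19.04% in the other 5 samples. Every pair of samples of the same genotype differed by far more than sampling noise (chi-square per degree of freedom between 24.62 and 98.71), so all 6 were treated as separate samples. Genes were tested with edgeR's quasi-likelihood test on the raw counts after TMM normalization, and *P* values were adjusted by the Benjamini-Hochberg method. The paper used DESeq2, which was run as an alternative. A filter on low counts (edgeR's filterByExpr with a minimum count of 10) kept 12684 genes and left out 4502. The replicate numbers in the labels do not state a pairing of mutant and control samples. Deviations from the group means were correlated on average by 0.0933 between samples with the same number (3 pairs, from -0.0378 to 0.275) and by -0.0455 between samples with different numbers (6 pairs, from -0.303 to 0.191). With 3 samples against 3, an exact permutation test cannot give a *P* value under 0.1, so the adjusted *P* values rest on the spread that edgeR estimates across all genes. Expression is given as TMM-normalized CPM, the counts scaled to library size as edgeR reports them.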

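The gene *sea* (FBgn0037912) lies on chromosome 3R from 11559896 to 11567054 on the minus strand of the Release 6 assembly. In the annotation used here, which is later than the one the authors counted on, the gene *fabp* spans the same interval on the same strand and shares most exons of *sea*. Only 289 of the 1949 exon bases of *sea* (14.8%) lie outside the exons of *fabp*, from 11562201 to 11562296 and from 11563100 to 11563292. If the authors' annotation held the same overlap, HTSeq-count in its default mode would leave reads on the shared bases out of both counts. The count of *sea* was low in every sample. The count of *sea* was 239, 423 and 184 in the control samples and 244, 361 and 284 in the *sea* mutants. In CPM these were 2.539 ± 0.879 (SD, n = 3) in controls and 3.015 ± 0.603 (SD, n = 3) in mutants, a log2 fold change of 0.2452 (standard error 0.275, adjusted *P* = 0.508 from edgeR's quasi-likelihood test). The groups overlapped (exact permutation test, *P* = 0.6). Leaving out control replicate 2 moved the log2 fold change of *sea* most, to 0.517. With the replicate block it was 0.2766. The count of *fabp* gave 339.7 ± 39.5 CPM (SD, n = 3) in controls and 247.5 ± 27.8 CPM (SD, n = 3) in *sea* mutants, a log2 fold change of -0.4569 (standard error 0.111, adjusted *P* = 0.0188 from the same edgeR test). Whether the *sea* transcript itself is lower in the mutants was not detectable from these counts.

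**Figure D1:**
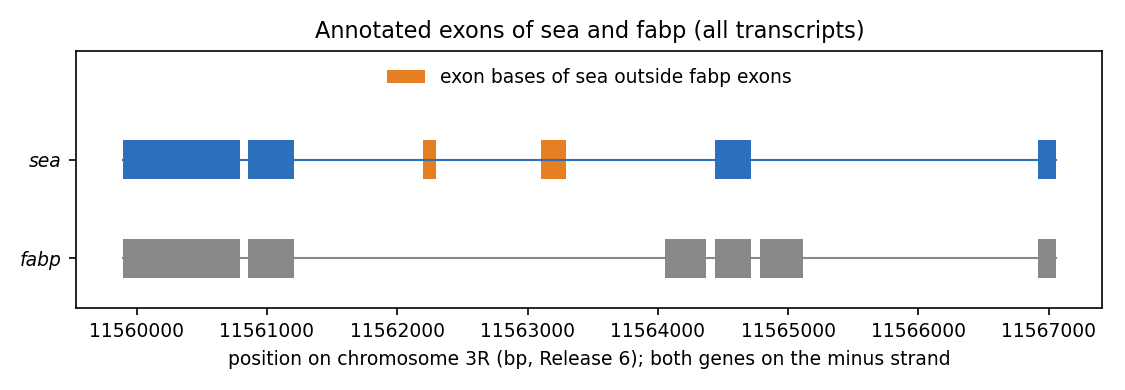
Exons of *sea* and *fabp* drawn to scale along chromosome 3R (horizontal axis, base pairs of the Release 6 assembly), with boxes for exons of any annotated transcript and lines for introns. Both genes run from 11559896 to 11567054, and the orange boxes mark the 289 exon bases of *sea* that no exon of *fabp* covers.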

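The 25 genes of Table S2 are not in the files analysed here, so 25 genes that encode glycolytic enzymes and lactate dehydrogenase were listed by enzyme from their FlyBase names. This list holds the 13 genes drawn in Fig. 3A and 12 others, and it may differ from the list of the paper. All 25 genes passed the filter on low counts. In *sea* mutants, 1 of the 25 genes had an estimated increase above 1.5-fold and 0 had an increase above 2-fold. The gene above 1.5-fold was *Hex-C*, at 1.855-fold (95% confidence interval 1.62 to 2.12). *Tpi* came next at 1.449-fold, and its confidence interval, from 1.16 to 1.81, included the 1.5-fold threshold, so the counts do not place it on either side. The 13 genes of Fig. 3A were expressed in controls at 27.12 to 2782 CPM. The 12 other genes were expressed far lower, at 0.2653 to 3.261 CPM in controls, and none of them was increased. All 12 were lower in *sea* mutants, 7 of them with an adjusted *P* under 0.05 from edgeR. Leaving out *sea* mutant replicate 1 or replicate 2 raised *Tpi* to 1.558-fold or 1.511-fold, which made 2 genes above 1.5-fold, and every other setting gave 1 gene. With DESeq2 the fold changes were 1.831 for *Hex-C* and 1.432 for *Tpi*.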

This analysis revealed that only two of the 25 *Drosophila* genes that encode glycolytic enzymes exhibited a >1.5-fold increase in *sea*^Δ*24*^*/Df* mutants, and no gene in this 25-gene subset exhibited a greater than twofold increase (Fig. 3A; Table S2). Quantitative reverse transcription PCR (qRT-PCR) analysis also confirmed that *Pfk*, *dLdh* and *dL2HGDH* mRNA levels were comparable between *sea*^Δ*24*^*/Df* mutants and *sea^P^^rec^/Df* controls (Fig. 3B). Moreover, we observed no changes in either *Malate dehydrogenase 1* or *2* gene expression (FBgn0262782; FBgn0262559; Table S1), both of which have been implicated in mammalian L-2HG synthesis (Ye et al., 2018). 

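*Mdh1* (FBgn0262782) lies on chromosome 2L from 10393774 to 10396332, and *Mdh2* (FBgn0262559) on chromosome 3R from 18226396 to 18228718. They encode the cytosolic and the mitochondrial malate dehydrogenase. Expression of *Mdh1* was 668.9 ± 27.5 CPM in controls and 725.6 ± 66.9 CPM in *sea* mutants (SD, n = 3 each), from 66597 to 84333 raw counts per sample. Its log2 fold change was 0.1172 (standard error 0.0766, adjusted *P* = 0.258 from edgeR's quasi-likelihood test), and its samples overlapped between genotypes (exact permutation test, *P* = 0.2). *Mdh2* was expressed at 596 ± 54.3 CPM in controls and 587.2 ± 31.9 CPM in mutants (SD, n = 3 each), a log2 fold change of -0.02143 (standard error 0.0792, adjusted *P* = 0.85 from the same edgeR test). The difference in *Mdh2* was smaller than the SD of either group (exact permutation test, *P* = 0.8). On the log2 scale the 95% confidence intervals ran from -0.06369 to 0.2982 for *Mdh1* and from -0.2083 to 0.1655 for *Mdh2*, so these data leave room for a change of this size and not for a 1.5-fold one. Without *sea* mutant replicate 3, *Mdh1* fell to 0.04407, the largest move of any setting. Without control replicate 3, *Mdh2* went to -0.09327. With the replicate number as a block, a paired fit, the log2 fold changes were 0.114 and -0.01903. The paper sets these 2 genes beside the glycolytic genes because both enzymes have been tied to L-2HG synthesis in mammals, and reports no change in either.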

Overall, these results demonstrate that *Drosophila* CIC activity does not significantly influence the transcription of key genes directly associated with L-2HG metabolism and glycolysis.

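*Ldh* (*dLdh* in the paper; FBgn0001258, chromosome 3L from 6259105 to 6262694) encodes the lactate dehydrogenase that the paper describes as a source of L-2HG. Expression of *Ldh* was 382.8 ± 6 CPM in controls and 324.4 ± 49.4 CPM in *sea* mutants (SD, n = 3 each), a log2 fold change of -0.239 (standard error 0.107, adjusted *P* = 0.115 from edgeR's quasi-likelihood test). Every mutant sample lay below every control sample (exact permutation test, *P* = 0.1, the smallest that 3 samples against 3 allow). Leaving out *sea* mutant replicate 1 moved *Ldh* most, to -0.1244, and leaving out *sea* mutant replicate 3 gave -0.3418 with an adjusted *P* of 0.0261. *Pfk* (FBgn0003071, chromosome 2R from 10109740 to 10117457) was expressed at 355.9 ± 9.43 CPM in controls and 347.4 ± 24.3 CPM in mutants (SD, n = 3 each), with a log2 fold change of -0.03484 (standard error 0.0634, adjusted *P* = 0.691 from edgeR). In the fit with the replicate block, the log2 fold changes were -0.2502 for *Ldh* and -0.03682 for *Pfk*.

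Across the 13 genes of Fig. 3A, 4 had an adjusted *P* under 0.05 and 9 did not. The mean log2 fold change of the 13 genes was 0.103 against -0.162 for all other tested genes, a shift that edgeR's camera test did not separate from the other genes (*P* value of 0.376). These small changes lie within a transcriptome in which 4734 of 12684 tested genes (37.3%) were differentially expressed at an adjusted *P* under 0.05, 2599 increased and 2135 decreased, and 1533 changed more than 2-fold. DESeq2, run without the filter on low counts, counted 5260 differentially expressed genes, 2568 increased and 2692 decreased. The balance of direction over all these genes therefore depended on the method or on the genes tested. Of the 1533 genes changed more than 2-fold with edgeR, 303 increased and 1230 decreased. The stricter threshold of 0.01 left 2022 genes with edgeR. The paper concludes that CIC activity has no significant influence on transcription of the main genes of glycolysis and L-2HG metabolism. It draws this from its RNA-seq of the pathway, the qRT-PCR of *Pfk*, *dLdh* and *dL2HGDH*, and the unchanged *Mdh1* and *Mdh2*.

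**Figure D2:**
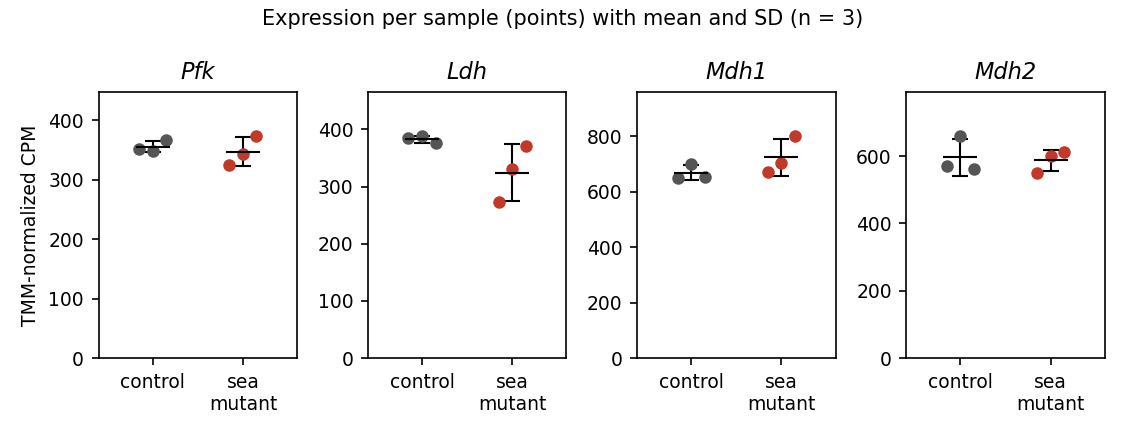
Expression of *Pfk*, *Ldh*, *Mdh1* and *Mdh2* in each sample (points, TMM-normalized CPM on an axis that starts at 0), with the mean and SD of each genotype (n = 3). The *Ldh* samples separate by genotype, with means of 382.8 and 324.4 CPM, while those of *Pfk*, *Mdh1* and *Mdh2* overlap.

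**Figure D3:**
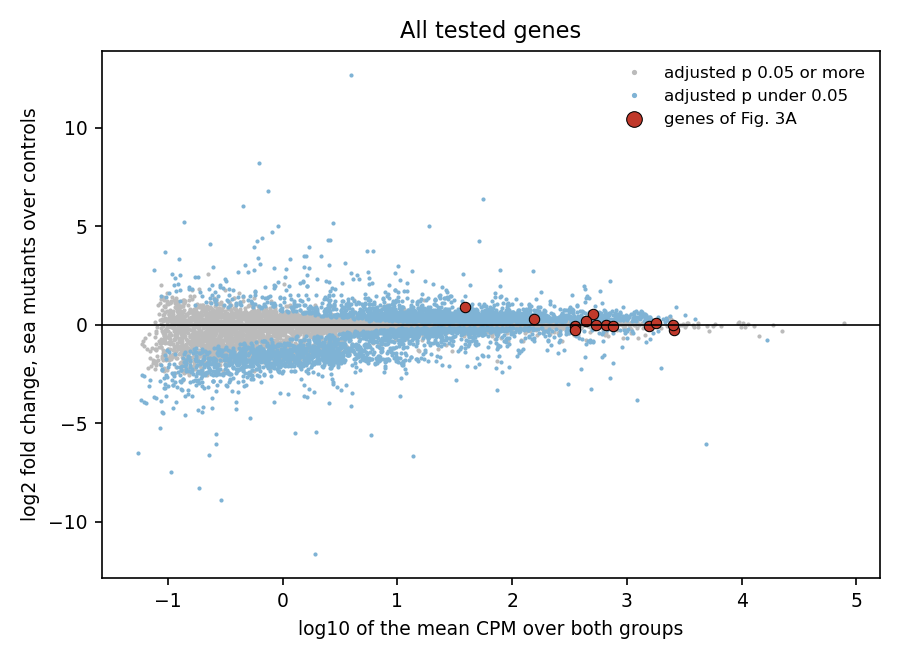
Log2 fold change in *sea* mutants over controls against the log10 of mean CPM for the 12684 tested genes, with genes at an adjusted *P* under 0.05 in blue and the 13 genes of Fig. 3A in red. The red points lie between -0.239 and 0.8911 on the vertical axis, near the center of the cloud.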

**Fig. 3.**
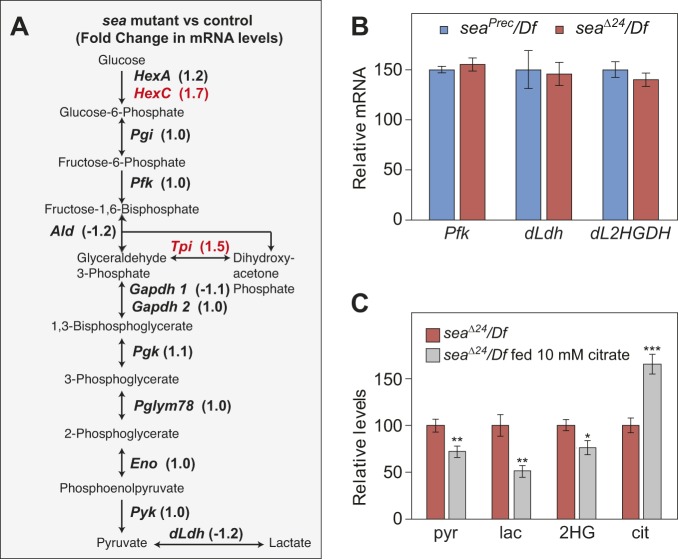
***Drosophila* CIC activity regulates glycolysis at a post-transcriptional level.** (A) A schematic diagram illustrating the *Drosophila* glycolytic pathway. The number in parentheses represents the change in gene expression observed in *sea* mutants. (B) A comparison of *Pfk*, *dLdh* and *dL2HGDH* mRNA levels in the *sea*^Δ*24*^*/Df* mutants and *sea^Prec^/Df* controls. *n*=3 samples containing 15 mid-L3 larvae collected from independent mating bottles. (C) *sea*^Δ*24*^*/Df* mutant larvae fed a semi-defined diet supplemented with 10 mM citrate for 24 h accumulated excess citrate (cit) and displayed significant decreases in pyruvate (pyr), lactate (lac) and 2HG. *n*=6 samples containing 15 mid-L3 larvae collected from independent mating bottles. All data are shown as mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001. Data were analyzed using a two-tailed Student's *t*-test. Data are representative of at least two independent experiments.

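For the 13 genes drawn in Fig. 3A, the fold change was taken from the edgeR fit, with its 95% confidence interval. *Hex-C* (FBgn0001187, chromosome 2R from 15218837 to 15220329) rose from 27.12 ± 0.487 CPM in controls to 50.3 ± 5.54 CPM in *sea* mutants (SD, n = 3 each), a log2 fold change of 0.8911 (standard error 0.0824, adjusted *P* = 0.00073 from edgeR's quasi-likelihood test). *Tpi* (FBgn0086355, chromosome 3R from 30132981 to 30134599) rose from 413.1 ± 22.6 to 598.6 ± 120 CPM (SD, n = 3 each), a log2 fold change of 0.535 (standard error 0.135, edgeR adjusted *P* = 0.0212). The *sea* mutant samples of *Tpi* were spread from 511.2 to 734.9 CPM, and its estimate depended on them, falling to 0.3637 without replicate 3 and rising to 0.6395 without replicate 1. *Tpi* lost the 0.05 threshold when control replicate 1, 2 or 3 was left out (edgeR adjusted *P* of 0.0776, 0.0605 and 0.0968). *Hex-A* (FBgn0001186) was 1.207-fold higher (adjusted *P* = 0.0294) and *Ald*, listed as *Ald1* (FBgn0000064), stood at 0.8478 times its control level (adjusted *P* = 0.0489), both from the same edgeR test. Neither stayed under 0.05 in most fits that left out a sample. All 4 genes separated the genotypes completely (exact permutation test, *P* = 0.1, the smallest possible). *Pgi*, *Pfk*, *Gapdh1*, *Gapdh2*, *Pgk*, *Pglym78*, *Eno*, *PyK* and *Ldh* had adjusted *P* values above 0.05, and the widest of their confidence intervals reached 1.34-fold upward and 0.712-fold downward. The intervals of 11 of the 13 genes lay wholly within 1.5-fold in either direction. With the replicate block, a paired fit, the log2 fold changes were 0.8852 for *Hex-C* and 0.5176 for *Tpi*. Several of these enzymes have paralogs, and counting of uniquely mapped reads could leave out reads from stretches that the copies share.

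**Figure D4:**
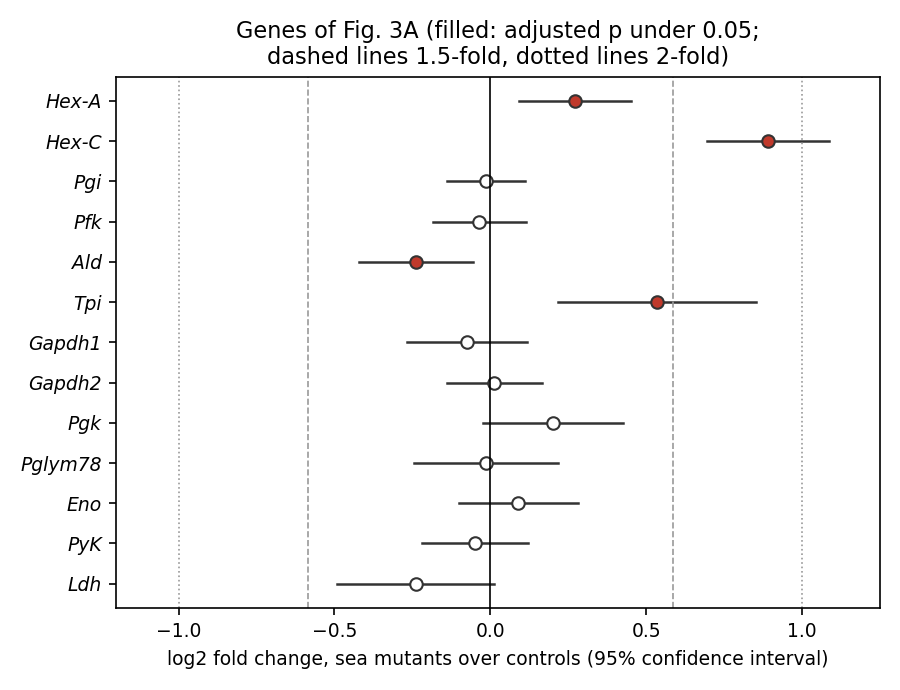
Log2 fold change in *sea* mutants over controls (horizontal axis) for the 13 genes of Fig. 3A, as points with 95% confidence intervals, filled where the adjusted *P* was under 0.05. Dashed lines mark 1.5-fold and dotted lines 2-fold; *Hex-C*, at 0.8911, is the only point past a dashed line, and the interval of *Tpi* crosses it.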

Because our gene expression studies demonstrated that *Drosophila* CIC activity controls glycolysis at post-transcriptional levels, we next examined the possibility that changes in intracellular citrate distribution directly influence glycolysis and L-2HG metabolism. 

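The RNA-seq counts bound, gene by gene, how large a difference in whole-larva RNA between the genotypes could have gone unseen. A change per cell could still be masked or mimicked by a difference in tissue composition or stage, which the counts cannot separate. For *Pfk*, where the paper places citrate inhibition in mammals, the 95% confidence interval of the fold change ran from 0.88 to 1.08 (n = 3 samples of each genotype). For *PyK* (FBgn0267385) it ran from 0.858 to 1.09, with 769 ± 24.9 CPM in controls and 742.9 ± 64 CPM in *sea* mutants (SD, n = 3 each). Only *Hex-C* and *Tpi* among the 13 genes had intervals that reached past 1.5-fold. The hexokinase genes differed in level, since *Hex-A* was expressed at 141.3 ± 7.06 CPM in controls (SD, n = 3) and *Hex-C* at 27.12 ± 0.487 CPM (SD, n = 3). *Pfk* moved most when *sea* mutant replicate 3 was left out, to a log2 fold change of -0.08649. The counts measure RNA levels alone and hold no measure of protein amount, enzyme activity or flux. From its gene expression studies the paper concludes that CIC activity acts on glycolysis after transcription, which led the authors to examine citrate itself.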

Considering that citrate inhibits glycolytic flux in mammals (Kemp and Gunasekera, 2002), and that cytosolic citrate is significantly depleted in *sea* mutants (Morciano et al., 2009), we tested whether exogenous citrate treatment could rescue the *sea* mutant phenotypes. Indeed, *sea*^Δ*24*^*/Df* mutants fed a citrate-supplemented diet for 24 h not only accumulated excess citrate but also exhibited a significant decrease in pyruvate, lactate and 2HG (Fig. 3C). These results indicate that citrate restricts glycolytic flux in *Drosophila* larvae and suggest that *sea* mutants accumulate excess L-2HG in response to decreased cytosolic citrate levels. Moreover, our observations support the findings of a recent human case study, in which a patient with combined D-/L-2HGA exhibited decreased urinary 2HG levels and reduced cardiac symptoms following citrate treatment (Muhlhausen et al., 2014).

### *sea* mutants accumulate excess L-2HG owing to decreased degradation

The correlation between excess L-2HG accumulation and increased glycolytic flux does not necessarily indicate that *sea* mutants synthesize more L-2HG. Rather, elevated L-2HG levels could result from increased synthesis, decreased degradation or a combination of both processes. In this regard, we previously demonstrated that L-2HG synthesis and degradation are both regulated by lactate metabolism. Not only does *Drosophila* LDH directly synthesize L-2HG from 2OG, but lactate also stabilizes the larval L-2HG pool by inhibiting dL2HGDH activity (Li et al., 2017). Consistent with these earlier observations, we found a highly positive correlation between lactate and 2HG levels in both *sea*^Δ*24*^*/Df* mutants and *sea^P^^rec^/Df* controls (*r*=0.973, *P*<0.01; Fig. 4A), suggesting that *sea* mutants, similar to wild-type larvae, coordinate L-2HG accumulation with lactate production. We tested this possibility by measuring 2HG levels in *sea*^Δ*24*^*/Df* mutants that expressed a *UAS*-*dLdh-RNAi* transgene. Relative to the control strains, *dLdh-RNAi* depleted *dLdh* mRNA levels in *sea* mutants by 80% and induced a ∼60% reduction in both the lactate and 2HG pools (Fig. 4B; Fig. S3), demonstrating that dLDH influences L-2HG levels in mutant larvae.

**Fig. 4.**
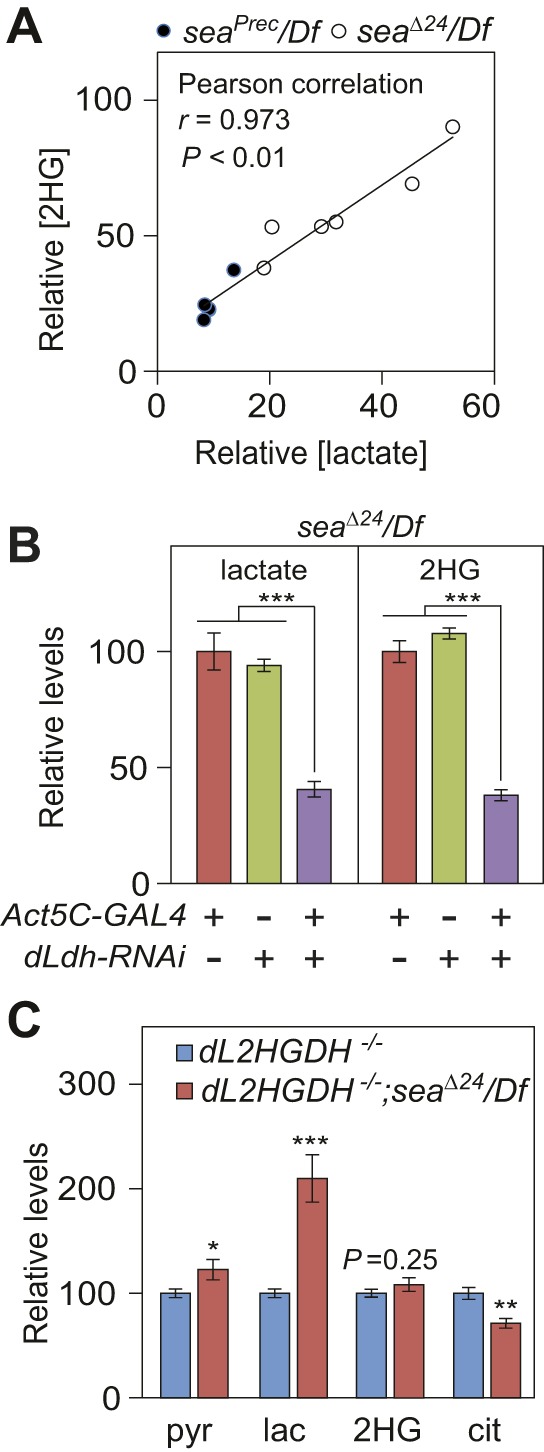
***sea* mutants accumulate excess L-2HG as a result of decreased degradation.** (A) GC-MS analysis of *sea*^Δ*24*^*/Df* mutants and *sea^Prec^/Df* controls reveals that lactate and 2HG levels are highly correlated in individual larval samples. (B) The relative abundance of lactate and 2HG in *sea*^Δ*24*^*/Df* mutant larvae that ubiquitously express a *UAS-dLdh-RNAi* (*dLdh*-RNAi) transgene. (C) The relative abundance of pyruvate (pyr), lactate (lac), 2HG and citrate (cit) in *dL2HGDH^12/14^* single mutants compared with *dL2HGDH^12/14^; sea*^Δ*24*^*/Df* double mutants. Note that 2HG levels are similar in both strains. Data are shown as mean±s.e.m., *n*=6 samples containing 15 mid-L3 larvae collected from independent mating bottles. *P<0.05, **P<0.01, ***P<0.001. Data were analyzed using a two-tailed Student's *t*-test with Bonferroni correction for multiple comparisons. Data are representative of at least two independent experiments.

The manner by which *sea* mutants accumulate L-2HG suggests two possible mechanisms: (1) *sea* mutants rely on dLDH to synthesize L-2HG at a higher rate than control larvae; (2) elevated lactate levels inhibit dL2HGDH activity and interfere with L-2HG degradation. We distinguished between these possibilities by measuring 2HG abundance in *dL2HGDH^12/14^; sea*^Δ*24*^*/Df* double mutants, which are able to synthesize, but not degrade, L-2HG. If loss of *Drosophila* CIC activity induces excess L-2HG synthesis, then *dL2HGDH^12/14^; sea*^Δ*24*^*/Df* double mutants should accumulate more L-2HG than the *dL2HGDH^12/14^* single mutant. In contrast, if *sea* mutants accumulate L-2HG owing to decreased degradation, then L-2HG levels will be similar in both genetic backgrounds. Our GC-MS analysis supports the latter model, as 2HG levels in *dL2HGDH; sea* double mutants were similar to those observed in *dL2HGDH; sea^P^^rec^* controls (Fig. 4C). In contrast, *dL2HGDH^12/14^; sea*^Δ*24*^*/Df* double mutants exhibited increased levels of lactate and pyruvate, as well as decreased citrate levels (Fig. 4C), suggesting that dL2HGDH does not influence these aspects of the *sea* mutant phenotype. This observation is also consistent with our findings that *dLdh* gene expression is normal in *sea*^Δ*24*^*/Df* larvae and that the L-2HG precursor, 2OG, is present at similar levels in both *sea* mutants and two control strains (Figs 1D and 3A). 

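In the RNA-seq samples, *Ldh* (*dLdh*) was counted 40100, 46660 and 38254 times in control replicates 1, 2 and 3 and 28593, 34877 and 31871 times in the *sea* mutant replicates. After TMM normalization these counts were 384.7, 387.7 and 376.1 CPM in controls and 272.2, 330.6 and 370.4 CPM in mutants. All 3 mutant samples were therefore below the lowest control sample, with an estimate of 0.8473 times the control level (95% confidence interval 0.712 to 1.01). The decrease did not pass the adjusted threshold (adjusted *P* = 0.115 from edgeR's quasi-likelihood test; exact permutation test, *P* = 0.1), and the spread among mutants, an SD of 49.4 CPM, was wider than that among controls, at 6 CPM. It depended on the samples kept: without *sea* mutant replicate 1 the log2 fold change was -0.1244, and without *sea* mutant replicate 3 it was -0.3418 with an adjusted *P* of 0.0261 from edgeR. An increase of 1.5-fold or more lies outside the confidence interval. From the double mutant result, the paper proposes that *sea* mutants accumulate L-2HG through decreased degradation. It adds that *dLdh* expression, which it describes as normal, and the unchanged 2OG of Fig. 1D accord with this.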

Overall, our studies suggest that *sea* mutants accumulate L-2HG as a result of lactate-dependent dL2HGDH inhibition and hint at a metabolic mechanism by which the L-2HG pool size is cooperatively regulated by both mitochondrial metabolism and glycolytic flux.

## DISCUSSION

### L-2HG accumulation is coordinately regulated by glycolysis and the TCA cycle

The CIC plays a central role in cellular metabolism by controlling the amount of citrate that exits the TCA cycle and enters the cytosol. This function serves many purposes in cellular physiology, such as providing substrate for fatty acid synthesis, controlling histone acetylation and regulating cellular redox balance (Palmieri, 2013; Dolce et al., 2014; Morciano et al., 2009). In addition, cytosolic citrate serves to inhibit glycolytic flux, whether by inhibiting PFK protein in mammals (Kemp and Gunasekera, 2002), or by a yet to be determined mechanism in insects. This feedback mechanism fine-tunes central carbon metabolism by serving as a signal to slow glycolysis during times of sufficient energy production (Fig. 5). Our findings suggest that the role of citrate as a negative regulator of glycolysis represents the primary mechanism that induces L-2HG accumulation in *sea* mutants.

**Fig. 5.**
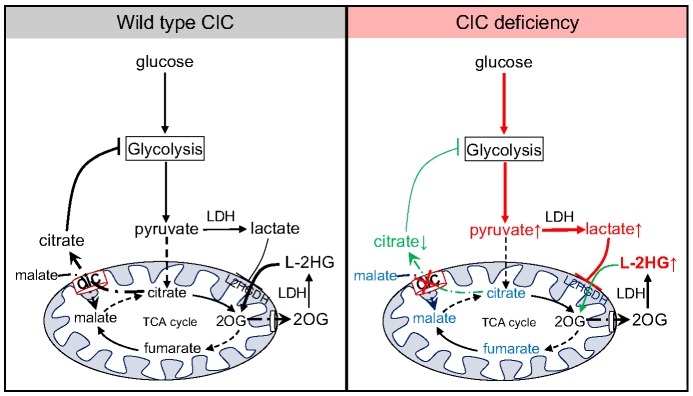
**Schematic of how the CIC influences L-2HG accumulation.** In wild-type larvae, CIC exports citrate from the mitochondria into the cytosol, which dampens glycolytic flux and restricts the amount of lactate produced by glycolysis. In contrast, mutations in *sea* result in decreased CIC activity, decreased cytosolic citrate levels and increased glycolytic flux. As a result, *sea* mutants synthesize excess lactate, which interferes with L2HGDH activity and promotes L-2HG accumulation. CIC, mitochondrial citrate carrier; LDH, lactate dehydrogenase; L-2HG, L-2-hydroxyglutarate; TCA, tricarboxylic acid; 2OG, 2-oxoglutarate.

Based on our study and previous observations in human cell culture (Jiang et al., 2017), CIC deficiency induces elevated glycolytic flux and decreased citrate production (Fig. 5). As observed in *Drosophila*, human patients and CIC-deficient cells, these metabolic disruptions result in enhanced lactate synthesis, which, at least in the fly, inhibits dL2HGDH and stabilizes the L-2HG pool (Li et al., 2017; Jiang et al., 2017; Nota et al., 2013; Prasun et al., 2015). Such a model would also explain why citrate treatment could reduce 2HG levels in a patient with combined D-/L-2HGA (Muhlhausen et al., 2014), as partial restoration of cytosolic citrate levels would inhibit PFK enzyme activity and reduce glycolytic flux (Kemp and Gunasekera, 2002). Although it is tempting to speculate that citrate also inhibits *Drosophila* PFK, we would note that insect PFK homologs, when isolated from adult muscle tissue, are not inhibited by citrate (Nunes et al., 2016). Regardless of the mechanism, our findings demonstrate that citrate governs glycolytic flux in *Drosophila* larvae.

Our findings also highlight the role of dL2HGDH in regulating L-2HG accumulation. Although dLDH synthesizes most of the larval L-2HG pool, the kinetics of this reaction are poor and the only reasonable explanation for how flies accumulate such high L-2HG levels rests upon our observations that dL2HGDH activity is sensitive to lactate (Li et al., 2017). Because larval metabolism is highly glycolytic, aerobic lactate production stabilizes the L-2HG pool and allows for dramatic accumulation of this metabolite. Moreover, the positive correlation between L-2HG and lactate has been repeatedly observed in mammalian tissues such as mouse CD8^+^ T cells, human cells with disrupted 2OG metabolism and cell lines subjected to hypoxic conditions (Tyrakis et al., 2016; Burr et al., 2016; Intlekofer et al., 2015; Oldham et al., 2015). In this regard, we would also highlight the fact that mouse L2HGDH activity is inhibited by acidic pH (Nadtochiy et al., 2016), suggesting that even if lactate does not directly regulate L-2HG degradation, excess lactate accumulation could establish a microenvironment that stabilizes the L-2HG pool. Finally, our studies in the fly support a previous study of renal cell carcinomas, which revealed that aberrant L-2HG accumulation results from decreased L2HGDH activity (Shim et al., 2014). When considered in these contexts, our findings hint at a conserved feed-forward loop that links lactate synthesis with L-2HG accumulation, and suggest that an LDH inhibitor, such as oxamate, might alleviate the symptoms of combined D-/L-2HGA patients.

These results also raise the question of why D-2HG levels remain low in *sea* mutants. After all, D-2HG levels exceed those of L-2HG in both combined D-/L-2HGA patients and CIC-deficient cells. Although an adequate explanation requires a more detailed examination of *Drosophila* D-2HG metabolism, this discrepancy highlights a key difference between fly and human metabolism. Throughout our analyses, we repeatedly observed that flies accumulate minimal amounts of D-2HG, suggesting that the metabolic enzymes driving D-2HG accumulation in humans have either diverged in flies such that they no longer synthesize this molecule, or that D-2HG is only produced under specific cellular conditions. When considered in this context, the lack of *Drosophila* D-2HG production highlights the importance of L-2HG in cellular metabolism, as the mechanisms that control L-2HG accumulation are conserved across phyla. Moreover, these observations reinforce the notion that *Drosophila* genetics provides a powerful tool for dissecting the metabolic mechanisms that underlie L-2HG metabolism.

Finally, the *sea* mutant phenotypes raise important questions regarding the subcellular regulation of L-2HG metabolism. LDH-dependent production of L-2HG likely requires export of 2OG from the mitochondria into the cytosol. L2HGDH, however, is a mitochondrial enzyme (Rzem et al., 2004), thus raising the question of how L-2HG is transported across the mitochondrial membrane. Moreover, our results indicate that lactate is a key regulator of L2HGDH. Although the exact nature of this feedback mechanism remains to be elucidated, including how changes in CIC activity influences the activity, abundance and localization of the enzymes involved in lactate and L-2HG metabolism, our findings hint at the possibility that lactate is either synthesized in, or transported into, the mitochondria. Such a metabolic mechanism would be of significant interest considering recent excitement surrounding the proposed mitochondrial lactate shuttle (Brooks, 2018). Overall, these basic questions illustrate how little is known about the endogenous L-2HG metabolism and highlight the need for further study of this compound in model systems.

### The many faceted roles of 2HG in disease and metabolism

Combined D-/L-2HGA is associated with severe neurometabolic symptoms, developmental delays and childhood lethality (Muntau et al., 2000). Similarly, *sea* null mutations induce an early larval lethal phenotype, while the hypomorphic *sea* allele used in this study results in pupal lethality (Morciano et al., 2009). In addition, all examined *sea* mutant strains exhibit chromosomal abnormalities that include chromosome breaks and decreased histone acetylation (Morciano et al., 2009). Although these phenotypic parallels between flies and humans might suggest that 2HG accumulation is driving the *sea* mutant phenotypes, our ongoing studies indicate that larval development is largely resistant to elevated 2HG levels (Li et al., 2017). In fact, the amount of L-2HG in wild-type larvae is comparable to levels observed in L-2HGA and combined D-/L-2HGA patients (Muntau et al., 2000; Li et al., 2017; Barth et al., 1992), indicating that L-2HG, which is the primary 2HG enantiomer present in *sea* mutants, is not toxic to the development of flies maintained under standard culture conditions. Moreover, *dL2HGDH* mutant strains, which accumulate L-2HG to levels comparable with those seen in *sea* mutants, are completely viable and can be maintained as homozygous stocks (Li et al., 2017). These observations suggest that the *sea* mutant phenotypes potentially result from changes in cytosolic acetyl-CoA availability and altered redox balance. Although this result differs from humans, in whom the accumulation of L-2HG causes severe neurometabolic symptoms (Barth et al., 1992; Ye et al., 2018), it does not diminish the importance of studying *Drosophila* L-2HG metabolism because the metabolic mechanisms underlying L-2HG accumulation are conserved between flies and humans. Moreover, the ability of *Drosophila* to withstand high levels of L-2HG accumulation establishes the fly as an important model for studying combined D-/L-2HGA, as it provides a system in which to identify disease phenotypes that are caused by loss of CIC activity, but are not dependent on 2HG accumulation. Finally, our observations raise the question of why humans are sensitive to elevated L-2HG levels whereas flies are resistant. These organism-specific differences in L-2HG toxicity suggest that future comparisons of L-2HG metabolism in insects and mammals hold potential to identify factors that render cells sensitive to the pathological effects of this oncometabolite.

## MATERIALS AND METHODS

### *Drosophila* husbandry and genetics

Fly stocks were maintained on standard Bloomington *Drosophila* Stock Center (BDSC) media. Larvae were raised on molasses agar plates with yeast paste spread on the surface. All BDSC stocks used in this study are listed in Table S3. The *sea*^Δ*24*^ mutants and the precise excision control strain (*sea^Prec^*; previously noted as *Rev^24^*) were kindly provided by Dr Giovanni Cenci (Morciano et al., 2009). All experiments used a trans-heterozygous combination of *sea*^Δ*24*^ and a molecularly defined deficiency. All controls consisted of a trans-heterozygous combination of *sea^Prec^* and the same deficiency. The *UAS*-*sea* strain was generated by injecting the *Drosophila* Genomics Resource Center (DGRC) plasmid UFO06122 into BDSC stock 8621. *dL2HGDH* mutant strains used were as previously described (Li et al., 2017).

### Sample collection

Trans-heterozygous larvae of the appropriate genotypes (*sea*^Δ*24*^*/Df* and *sea^Prec^/Df*) were separated from siblings that harbored a *TM3, P{Dfd-GMR-nvYFP}3, Sb[1]* balancer chromosome based on the absence of YFP expression. For each experiment, individual samples were collected from independent mating bottles as described (Li and Tennessen, 2018). Each sample contained 15 middle-third-instar (mid-L3) larvae of mixed sex that were collected ∼12-24 h after the L2-L3 molt (∼84-96 h after egg laying). Larval samples were collected in 1.5 ml microfuge tubes, rinsed three times with ice-cold 0.9% NaCl and frozen in liquid nitrogen.

### Metabolomics and metabolic flux analysis

Samples for GC-MS analysis were processed as previously described (Li and Tennessen, 2018). For each experiment, six individual samples were collected from independent mating vials. All GC-MS experiments were repeated a minimum of two times. Metabolite extraction, derivatization and GC-MS analysis were conducted as described previously (Li et al., 2017; Li and Tennessen, 2018). Spectral data preprocessing was performed using MetAlign software (Lommen, 2009). Data were normalized to both the sample mass and a 2 µg/ml d4-succinic acid internal standard. For metabolic flux measurements, mid-L3 larvae were fed with semi-defined medium (Backhaus et al., 1984) containing 50% D-glucose-^13^C_6_ for 2 h, then metabolites were detected using GC-MS. Metabolites were detected using GC-MS and the isotopolog distributions were corrected based on the natural abundance of elements. All experiments were conducted a minimum of two times. The metabolic flux *f_x_* was estimated based on the formula X^L^/X^T^=p(1–exp(-f_x_*t/X^T^)), where *X^L^* is the amount of ^13^C-labeled metabolite, *X^T^* is the amount of total metabolite pool and *p* is the percentage of glucose-^13^C_6_.

### qRT-PCR

Total RNAs were extracted using Trizol reagent (ThermoFisher Scientific). cDNA was made using the Maxima First Strand cDNA Synthesis Kit (ThermoFisher Scientific), and quantitative PCR was performed using FastStart Essential DNA Green Master Kit (Roche Diagnostics) in a LightCycler 96 instrument (Roche Diagnostics). The primers for *rp49* (also known as *RpL32*) and *dLdh* were the same as reported previously (Li et al., 2017). Additional primer sequences are described in Table S4. mRNA levels were normalized to *rp49*.

### Statistical analysis

Multivariate data analysis (principal component analysis, PCA) was performed using MetaboAnalyst (Xia and Wishart, 2016). Statistical analysis was performed using GraphPad Prism 7.0c. Unless noted, two-tailed Student's *t*-test was used for univariate statistical analysis and Bonferroni correction was used for multiple comparisons.

### RNA-seq analysis

RNA was purified from staged mid-L3 larvae using an RNeasy Mini Kit (Qiagen). Sequencing was performed using an Illumina NextSeq500 platform with 75 bp sequencing module generating 41 bp paired-end reads. After the sequencing run, demultiplexing was performed with bcl2fastq v2.20.0.422. All files were trimmed using cutadapt v1.12 with the parameters: ‘-a AGATCGGAAGAGC -m 30 -q 30’ (Martin, 2011). Remaining read pairs were mapped against FlyBase 6.19 using hisat2 v2.1.0 with ‘–no-unal –no-mixed’ parameters (Kim et al., 2015). Gene counts were produced using HTseq-Count v0.9.0 (Anders et al., 2015). The R package DESeq2 was used to identify the differentially expressed genes (Love et al., 2014). The NCBI Gene Expression Omnibus (GEO) accession number for the RNA-seq data reported in this paper is GSE117117.

## Supplementary Material

Supplementary information

First Person interview

# Supplementary material for: A Drosophila model of combined D-2- and L-2-hydroxyglutaric aciduria reveals a mechanism linking mitochondrial citrate export with oncometabolite accumulation
**Source:** Dis Model Mech. 2018 Sep 21;11(9):dmm035337. doi: 10.1242/dmm.035337
**Supplement:** Supplementary information

## FIRST PERSON

## First person – Hongde Li

First Person is a series of interviews with the first authors of a selection of papers published in *Disease Models & Mechanisms*, helping early-career researchers promote themselves alongside their papers. Hongde Li is first author on 'A *Drosophila* model of combined D-2- and L-2-hydroxyglutaric aciduria reveals a mechanism linking mitochondrial citrate export with oncometabolite accumulation', published in DMM. Hongde is a postdoctoral researcher in the lab of Jason Tennessen at Indiana University, Bloomington, USA, using genetic and metabolomic approaches to study biological functions of the oncometabolite L-2-hydroxyglutarate (2-HG). Specifically, he is interested in using *Drosophila melanogaster* to understand how L-2-HG metabolism is regulated *in vivo*.

**How would you explain the main findings of your paper to non-scientific family and friends?**

Human mutations in a gene encoding the protein mitochondrial citrate carrier (CIC) cause a rare inborn error of metabolism known as combined D-/L-2-hydroxyglutaric aciduria. A key feature of this disease is elevated levels of another protein, 2-hydroxyglutarate (2-HG), which are associated with severe neurological defects and developmental delay. In our study, we demonstrated that, in fruit flies, mutations in this gene induce metabolic defects that are similar to those observed in human patients. Moreover, we found that CIC regulates L-2-HG stability by governing the production of lactate, hinting at a potential treatment for patients with this disease.

**What are the potential implications of these results for your field of research?**

Prior to our work, the mechanism by which the loss of CIC function results in 2-HG accumulation was unknown. Our study reveals a previously unknown metabolic mechanism that explains why human CIC mutations result in elevated L-2-HG accumulation and provides a potential treatment strategy for combined D-/L-2HG aciduria.

**What are the main advantages and drawbacks of the model system you have used as it relates to the disease you are investigating?**

**“[T]he combination of a vast range of available genetic tools with modern metabolomic techniques [...] can help to dissect the mechanisms underlying metabolic diseases in further detail.”**

There are many advantages to using the *Drosophila* model system. For my study, I think the most important one is the combination of a vast range of available genetic tools with modern metabolomic techniques, which can help to dissect the mechanisms underlying metabolic diseases in further detail. The

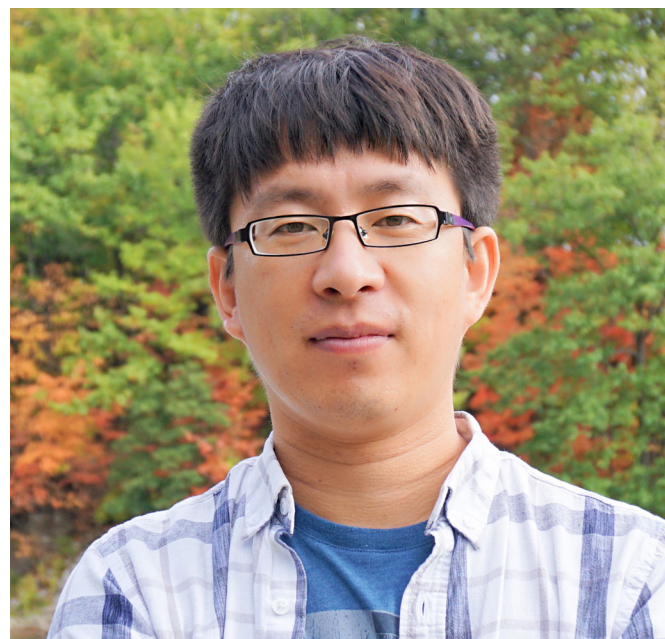

Hongde Li

drawback of using a *Drosophila* model to study D-/L-2-HG aciduria is that, unlike humans, the fly can withstand high levels of 2-HG without severe neurological defects. Regardless, the metabolic regulation of 2-HG accumulation is conserved between humans and flies.

**Describe what you think is the most significant challenge impacting your research at this time and how will this be addressed over the next 10 years?**

A significant challenge impacting our research is to study the metabolism of 2-HG in a tissue-specific manner at high resolution, because fruit flies are relatively small. With the development of modern mass spectrometry imaging techniques, this challenge will probably be addressed over the next 10 years.

**What changes do you think could improve the professional lives of early-career scientists?**

I think, for early-career scientists, persistence in research is very important. In addition, communication skills, hard work, and efficient time management are also essential.

**What's next for you?**

I will continue to use the genetic power of *Drosophila* models and metabolomics to study gene functions in the regulation of metabolic homeostasis.

**Reference**

Li, H., Hurlburt, A. J. and Tennessen, J. M. (2018). A *Drosophila* model of combined D-2- and L-2-hydroxyglutaric aciduria reveals a mechanism linking mitochondrial citrate export with oncometabolite accumulation. *Dis. Model. Mech.* 11: dmm035337.

How the deposited data were processed for this re-analysis (not part of the article)

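RNA from 6 samples of whole mid-L3 larvae was analysed, 3 of *sea* mutants and 3 of *sea Prec/Df* controls, each a pool of 15 larvae. Samples were assigned to genotype and replicate from their labels. The labels give 96 h of growth where the Methods of the paper give 84 to 96 h after egg laying.

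The deposited files hold raw counts per gene, one file per sample, which the authors made by trimming the reads with cutadapt, mapping the pairs with hisat2 to the FlyBase genome and counting with HTSeq-count. Tool versions and trimming parameters are given in the paper's RNA-seq methods, and the options of HTSeq-count, including strandedness and the handling of overlapping genes, are not stated there. Each file lists 17186 genes and the summary lines of HTSeq-count (alignments outside genes, ambiguous, too low in quality, not aligned or not unique), which were kept apart from the genes. No normalization had been applied to the counts. Gene symbols and positions came from a later annotation of the same Release 6 assembly, which had a symbol for 17052 of the genes. Those without a symbol were tested and are not named.

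Counts on genes ranged from 89564157 to 119145821 per sample, with medians of 101805708 in controls and 104397883 in *sea* mutants. At this depth sampling noise is small beside the differences between samples, and the biological coefficient of variation was 0.137. A gene with no count in a sample could still be present below 3 counts of the total.

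Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr with a minimum count of 10 and a minimum total count of 15, which kept 12684 genes, and libraries were normalized by TMM. A quasi-likelihood model with genotype as the only term was fitted over all 6 samples, and *P* values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Standard errors were obtained from the F statistic of each gene, and 95% confidence intervals from the same fit. Values per sample are CPM with TMM factors. Exact permutation tests of single genes used log2(CPM + 0.1), and with 3 samples in each group their smallest *P* value is 0.1. The set of 13 genes of Fig. 3A was tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01. Figures were drawn with matplotlib 3.10.9.

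The genes named in the text are those the paper names or prints in Fig. 3A, 25 genes listed by glycolytic enzyme, marker genes of tissues, stage and stress listed by name, and the 10 genes with the largest increase and the 10 with the largest decrease among those with an adjusted *P* under 0.05 and complete separation of the genotypes. Not every gene that meets these rules is reported. These rules, the tests and the alternatives were written before the count files were read. Further lists of cell cycle, hemocyte, disc and muscle genes were written after the first results had been seen, and their genes are reported only as sets.

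The alternatives were DESeq2 1.42.0 with and without moderated fold changes, normalization by library size alone, TMM without the 50 highest genes, no filter, a filter of 10 counts in every sample, a threshold of 0.01, the replicate number as a block, an estimated inter-gene correlation, and leaving out each sample in turn. The same comparison was also run on all 10 splits of the 6 samples into groups of 3. The scripts were tested on simulated counts with 200 changed genes, of which edgeR recovered 200 with 4 false calls and DESeq2 recovered 199 with 12 false calls. The simulated changes were at least 2-fold, left out genes with low counts and used the same dispersion for every gene. These rates therefore do not carry over to the smaller changes, or to the far larger number of changed genes, in the real data. GC content was not computed, because the genome sequence was not among the data used here. The qRT-PCR, metabolite and flux measurements of the paper are not in the files analysed here.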

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

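The paper discusses the glycolytic enzymes, and most of the difference between the genotypes lies elsewhere. At an adjusted *P* under 0.05 from edgeR, 4734 of 12684 tested genes differed, 2599 higher and 2135 lower in *sea* mutants, and 1533 of them changed more than 2-fold, 303 upward and 1230 downward. DESeq2, run without the filter on low counts, gave 2568 higher and 2692 lower. The direction with more genes therefore depended on the method or on the genes tested. The first principal component held 78.2% of the variance and separated all 3 mutants from all 3 controls. Only 1 of the 10 splits of the 6 samples, the real one, gave as many genes, both for all changes and for changes above 2-fold, and each of the other splits gave 0. With 10 splits the share cannot go below 0.1 whatever the data, so this count cannot decide whether the difference follows genotype. Several technical explanations were tested. The median total count of the mutants was 1.03 times that of the controls and the totals overlapped. Across 12594 genes with a known exon length, log2 fold change and length had a Spearman rho of 0.0304 (genes are not independent replicates), and GC content was not examined. Leaving the 50 highest genes out of the TMM calculation gave 4647 genes. The male-specific RNA *roX1* had a log2 fold change of -0.178 and overlapped between genotypes. Genes within 2 Mb of *sea* were differentially expressed in 37.6% of 484 cases against 37.2% of 2595 on the rest of 3R (Fisher's exact test, *P* = 0.878). The rest of 3R is on the same chromosome as *sea*, so this comparison cannot exclude a background difference along all of it. Of the salivary gland glue genes of late larvae, only 2 of 7 were expressed enough to test, at 0.2659 and 0.8456 CPM in controls. Both were lower in every mutant sample than in every control sample. The log2 fold changes were -2.639 for *Sgs7* and -0.4108 for *Sgs4*, and 1 of the 2 had an adjusted *P* under 0.05. Testing 2 genes was taken as too few to judge the developmental stage of the larvae, a limit set after the number was known. The pattern therefore cannot be told apart from an effect of GC content or from a difference in developmental stage. GC content and strain background away from *sea* were not tested. Samples of different genotype differed by a chi-square per degree of freedom of 306.1 to 535.5, against 24.62 to 98.71 within a genotype. The genotypes separated completely in 7242 of the 12684 tested genes. These values argue against chance scatter among the pools. They do not exclude a difference other than genotype that all 3 mutant pools shared.

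One candidate explanation for much of the decrease is tissue composition. Lists of marker genes were written after the genes with the largest changes had been seen, leaving out those genes, so what follows is a hypothesis formed on the same data. All 12 listed genes of mitotic entry and division were lower in *sea* mutants with an adjusted *P* under 0.05 (log2 fold changes from -1.845 to -1.326, mean -1.61). The listed DNA replication genes, which endoreplicating larval tissues also express, had a mean of -0.194. Of the 11 tested, 10 were lower, 4 of them with an adjusted *P* under 0.05. The difference between the 2 lists was -1.41 (exact permutation test over genes, *P* = 7.4e-07, the smallest that 12 against 11 genes can give, with genes not independent). Lower values with an adjusted *P* under 0.05 were also found for 5 of 10 imaginal disc patterning genes and for 7 of 9 hemocyte genes. Larval muscle genes, by contrast, gave 0 of 8 (mean log2 fold change -0.00176). These values are consistent with mutant pools that hold less diploid, dividing tissue and fewer hemocytes relative to muscle, which smaller or younger animals might show. The counts cannot separate fewer cells from lower expression per cell, or a delay in development from a lasting loss of tissue.

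Of the fat body storage protein genes, 4 of 6 were lower with an adjusted *P* under 0.05, and all 6 were lower in every mutant sample than in every control sample. *Lsp2* fell most, from 9612 ± 1580 CPM to 145.8 ± 106 CPM (SD, n = 3 each). Its exons overlap an antisense RNA gene and only 15.4% of their bases are free of it, so the fate of those reads depends on the strand setting of the count. *Fbp2* fell from 1204 ± 269 to 309.6 ± 101 CPM (SD, n = 3 each) and *Lsp1gamma* from 21210 ± 1220 to 12310 ± 1430 CPM (SD, n = 3 each). A younger stage is a candidate explanation, since these genes are expressed mainly in the last larval instar. The test of the developmental stage of the larvae by glue genes found 1 of 2 tested genes lower with an adjusted *P* under 0.05. Both were lower in every mutant sample than in every control sample, but 2 genes were too few to decide the stage. Stage therefore remains open as an explanation.

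The 10 genes with the largest increase had log2 fold changes of 12.69 (*mthl8*), 8.193 (*CG33268*), 6.783 (*CG4229*), 6.384 (*CG43133*), 6.044 (*TotB*), 5.2 (*CG43112*), 5.163 (*CG42633*), 5.023 (*CG13066*), 5.012 (*TotC*) and 4.701 (*CG7377*). The 10 with the largest decrease had -11.62 (*lncRNA:CR46123*), -8.911 (*ato*), -8.288 (*lncRNA:CR45433*), -7.469 (*CG13023*), -6.653 (*CG17105*), -6.626 (*CG34377*), -6.523 (*lncRNA:CR45755*), -6.043 (*Lsp2*), -6.022 (*lncRNA:CR44334*) and -5.614 (*Drsl2*). All 20 had an edgeR adjusted *P* under 0.05 and were shifted the same way in every sample. They were flagged because the text of the paper does not discuss them, and its Table S1 was not seen here. Many rest on small counts, such as *CG43112* with 0 to 1 counts in controls and 20 to 31 in mutants. *mthl8* had 0 counts in every control and 703 to 860 in the mutants, and *lncRNA:CR46123* had 399 to 429 counts in controls and 0 in every mutant. Such on and off patterns might come from differences in strain background, although the paper describes the control as a genetically matched, precise excision strain. In 4 genes CPM stayed under 0.1 in one genotype and above 1 in the other, and 0 of the 4 lay within 2 Mb of *sea* (Fisher's exact test, *P* = 1, a prediction made after these genes had been seen). With 4 genes this test of the linked chromosomal background near *sea* has little power, and variants elsewhere in the genome cannot be seen in gene counts. All 4 lay on the chromosome that carries *sea*, with *asRNA:CR11538*, *CG7377* and *mthl8* on 3L and *lncRNA:CR46123* on 3R. Mutants and controls carry different copies of that chromosome over the same deficiency, so strain background along it stays open.

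Among the 25 genes listed by glycolytic enzyme, the 12 outside Fig. 3A were all lower in *sea* mutants (log2 fold changes from -2.879 to -0.33, mean -1.52), 7 of them with an adjusted *P* under 0.05. They are expressed at 0.2653 to 3.261 CPM in controls. A candidate explanation is less male germline tissue in the mutant pools, because 11 of 14 listed testis germline genes, which have no role in glycolysis, were also lower with an adjusted *P* under 0.05 (mean log2 fold change -1.42). That prediction was made after the paralogs had been seen to fall. Fewer males in all mutant pools is another, but *roX2*, at a log2 fold change of -0.371, and *roX1* overlapped between the genotypes. That comparison was also drawn up after their values were known. A regulated response of these genes to the loss of CIC activity was not tested and cannot be told apart from the change in testis RNA.

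Among 8 measures of library quality compared over the 6 libraries, 2 had a sample far from the others, where chance alone flags about 5% of such comparisons. In control replicate 1, 44.21% of alignments were not unique, against at most 19.04% elsewhere. Genes of ribosomal and other short structural RNA took a share of its counts that was 0.966 times the highest of the other 5 samples. This share cannot decide whether such RNA was carried into the library, because reads mapping to several copies are left out of gene counts. Repeats and the multiple copies that HTSeq-count leaves out of gene counts could not be examined. Leaving out control replicate 1 gave 2595 differentially expressed genes in place of 4734. Leaving out control replicate 3, which had an ordinary share, gave 2308, so the loss may come from having 2 controls and not from this library. The source of these alignments remains open.

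The other was *sea* mutant replicate 3, with counts on 13732 genes against 14323 to 14564 in the other libraries. Its total count was also the lowest, but when the others were thinned to the same total they still had counts on at least 14223 genes, so depth did not account for it. Fewer males in this pool is a candidate explanation, proposed after the values had been seen, since its *roX1* level was 0.441 times the median of the other 5 samples and its *roX2* level 0.354 times. Other sources of variation between pools, such as age, were not tested.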

How the results depend on the processing

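The alternatives were fixed before the count files were read for the 15 results given here. Under every alternative run for them, 6 stayed at 0 genes or kept their sign and their side of the 0.05 threshold. These were the absence of an increase above 2-fold in Fig. 3A and in the 25 listed genes. The others were the shift of the Fig. 3A genes as a set, *sea*, *Mdh1* and *Hex-C*. The estimates still moved in size, from 0.03432 to 0.1531 for the set shift, from 0.02737 to 0.517 for *sea* and from 0.04407 to 0.1728 for *Mdh1*. Of 194 comparisons, 171 were unchanged, where counts of genes were allowed to move by up to 1.5-fold. A further result with alternatives fixed beforehand is not reported. The same settings were applied to 47 further results (other named genes and the means of gene sets) after the data had been seen, with 555 of 597 unchanged. Among the genes named singly, 19 comparisons lost the 0.05 threshold and 1 gained it.

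A threshold of 0.01 left 2022 differentially expressed genes, 633 of them changed more than 2-fold, and 1 gene of Fig. 3A (*Hex-C*). With 3 samples per group, whether the number of samples or the depth limits these calls was not tested.

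Across the 6 fits that each left out 1 sample, differentially expressed genes numbered from 2308 to 4500, and those changed more than 2-fold from 797 to 1550. Fig. 3A genes with an adjusted *P* under 0.05 numbered from 1 to 6, and increases above 1.5-fold from 1 to 2, both in Fig. 3A and in the 25 genes. The log2 fold changes ranged from -0.09327 to 0.02531 for *Mdh2*, from -0.3418 to -0.1244 for *Ldh*, from -0.08649 to 0.01367 for *Pfk* and from 0.3637 to 0.6395 for *Tpi*. Changes of sign were also seen in the ranges of *Pgi* (-0.06052 to 0.005428), *Gapdh2* (-0.0357 to 0.06339), *Pglym78* (-0.135 to 0.04963) and *roX1* (-0.5445 to 0.1551). All of these estimates except that of *roX1* lie close to 0. The *roX1* range reflects *sea* mutant replicate 3, whose *roX1* level is low. Set means ranged from -0.05905 to 0.0263 for larval muscle and from -0.8707 to -0.7879 for disc patterning genes.

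*Gapdh2*, at 0.01336 in the main fit, turned negative with DESeq2 (-0.004561, or -0.004474 moderated), with library size alone (-0.0234), without the 50 highest genes in TMM (-0.01015) and with at least 10 counts in every sample (-0.03476). Each of these changes the normalization of all genes together, and the moves are small beside the standard error of 0.065 of the main fit. The same filter moved the muscle mean to -0.05056 and the disc mean to -0.8549. DESeq2's moderated fold changes, which pull genes with few counts toward 0, gave means of -1.292 for hemocyte, -0.7045 for disc patterning, -0.8431 for testis, -0.9196 for fat body storage and -0.7603 for the 12 glycolytic genes outside Fig. 3A. The filter left out 14 of the named genes with the largest changes, and these have no value under it. DESeq2 has no camera test, so the set shift was not run with it.

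With the replicate block, 4754 genes were differentially expressed, against 4734 without it. The numbers are taken from the labels, and the pairing check gave a mean correlation of 0.0933 for samples with the same number and -0.0455 for the others.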

Differences from the paper's values

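The paper prints fold changes for the 13 genes of Fig. 3A, and 1 of them differed by more than the spread between replicates on the log2 scale. For *Hex-C* the paper's value is about 1.7 in Fig. 3A, and the edgeR fit gave 1.855. All alternatives, which were set before the files arrived, also gave a value above 1.7. DESeq2, which the paper's methods name, gave 1.831, and moderated DESeq2 fold changes gave 1.793. Library size alone gave 1.809, TMM without the 50 highest genes 1.823 and at least 10 counts in every sample 1.792. These values differed from 1.7 by less than the replicate spread. So did the values without control replicate 2 (1.788) or 3, or without *sea* mutant replicate 1 or 3. The difference was larger than that spread with no filter (1.861), with the replicate block (1.847) and without control replicate 1 (1.847). It was also larger without *sea* mutant replicate 2 (1.976). Replicate spread is not the error of this comparison, because the paper's value and these fits rest on the same RNA-seq data. No setting gave a value that rounds to 1.7, so the source of the difference remains open.

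The paper counts 2 genes increased more than 1.5-fold among its 25 glycolytic genes, and 1 was found among the 25 genes listed here, which are not known to be the same genes. Of the alternatives set before the files arrived, leaving out *sea* mutant replicate 1 and leaving out *sea* mutant replicate 2 each gave 2, and all others gave 1. The second gene in those fits was *Tpi*, for which the main fit gave 1.449 and the paper's value is about 1.5 in Fig. 3A.

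The paper shows lower *sea* mRNA in mutants by qRT-PCR in Fig. 1E, whereas the counts of *sea* gave 1.185-fold (edgeR adjusted *P* = 0.508).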

Other observations

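The counts of *sea* did not fall in the *sea* mutants. A candidate explanation is that reads on exons shared with *fabp* are left out of the *sea* count, since only 14.8% of the exon bases of *sea* lie outside *fabp*. This prediction was made after the counts had been seen, and whether the remaining bases are kept in the mutant allele was not tested. Reads of both genes together cannot be recovered from counts per gene.

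The 13 genes of Fig. 3A were also compared over the 10 splits of the 6 samples. In 1 of the 10, the real split, 4 genes had an adjusted *P* under 0.05, and each of the others gave 0. The other splits mix the genotypes in both groups and gave 0 differentially expressed genes of any kind, so this count decides nothing. A mean log2 fold change as large as the 0.1028 of the real split was found in 2 of the 10, so the small shift of the set is no larger than other groupings give.

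Genes around cytosolic citrate and lipogenesis moved little. All 10 listed genes had 95% confidence intervals within 1.5-fold, and 2 had an edgeR adjusted *P* under 0.05. *Idh* was higher in *sea* mutants, by a log2 fold change of 0.3531 (standard error 0.0727, adjusted *P* = 0.0108). *Indy*, which encodes a citrate transporter of the plasma membrane, was lower, by a log2 fold change of -0.3215 (standard error 0.0548, adjusted *P* = 0.00552). Each was shifted the same way in all 3 mutant samples.

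*D2hgdh*, which encodes the enzyme that degrades D-2HG, was higher in *sea* mutants, from 250.8 ± 12.5 to 341.1 ± 28.9 CPM (SD, n = 3 each), a log2 fold change of 0.4436 (standard error 0.0747, edgeR adjusted *P* = 0.00529). It stayed between 0.377 and 0.4958 in the fits that left out a sample. Among 6 tested genes of the response to sugar and energy, only *sug* changed, with a log2 fold change of 0.9931 (standard error 0.263, edgeR adjusted *P* = 0.025), and it lost the threshold when any control sample was left out. All 5 tested heat and stress genes were lower in the mutants, 3 of them with an adjusted *P* under 0.05, led by *Hsp68* with a log2 fold change of -1.56 (standard error 0.107, edgeR adjusted *P* = 0.000283).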
